A study of Mus musculus with 4 samples.

How the data were processed

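Bulk RNA-seq libraries were made from CD11b+ microglia, the resident immune cells of the brain, isolated with antibody-coated magnetic beads from the brains of 10-month-old mice. All mice carried APP/PS1, a pair of transgenes that causes amyloid to build up in the brain and serves as a model of Alzheimer's disease. Of the 4 libraries, 2 came from mice with an intact asrij gene (AD) and 2 from mice in which asrij had been deleted throughout the body (AD/KO). Asrij is the mouse gene Ociad1. Per the labels' protocols, the RNA was extracted with TRIzol, ribosomal RNA was depleted, and the libraries were stranded.

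The authors deposited 1 table per library of whole-number read counts per gene symbol, not normalized. The labels and file headers do not state the aligner, the counter's settings, the use of strand, the handling of reads that match several places, the genome build or the annotation. Each table held 49993 genes with a count, and all 49993 symbols matched the RefSeq table for GRCm38.p6. In each deposited table, broken lines (11 of them) held no count, so that the counts of 4 genes (Bag6, Huwe1, Mycbp2 and Neb) were not analysed here. Coordinates are from RefSeq for GRCm38.p6, counted from 1. Stray coordinates in the broken lines fell inside Huwe1, Mycbp2 and Neb on that build. Transcript lengths, GC content and transcript sequences came from GENCODE M21, which uses GRCm38. No column was left without a sample (0 columns).

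The libraries held from 13102622 to 19810076 counts. At this depth, 10 counts correspond to less than 1 CPM (the count scaled to library size). Reads carry no molecular identifiers, so that counting intervals cover counting error only. A group with at most 3 counts in each library was treated as being at the floor.

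Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (a minimum count of 10 and a minimum total of 15), libraries were scaled by the trimmed mean of M values (TMM), and the AD/KO coefficient was tested with the quasi-likelihood F-test on all 4 libraries without covariates. P-values were adjusted by Benjamini-Hochberg over all genes tested, at a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of F. Normalized levels are CPM after TMM scaling, given as mean ± SD of the 2 libraries of a group.

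The genes to be named were fixed by a rule. Ociad1, its neighbour Ociad2 and App were always named, as was 1 other gene that is not reported here. To these were added the 5 genes with the largest rise and the 5 with the largest fall among those with adjusted p under 0.05, a mean of at least 5 CPM and no overlap between the groups. Where none passed in a direction, the 3 genes with the smallest p in that direction were named. Other genes named were chosen after their values were seen. The design, this rule, 6 lists of microglial and metabolic genes, 15 lists of marker genes of other cell types, cell isolation and sex, and most alternatives were fixed before the data were examined. The 6 lists were disease-associated microglia, homeostatic microglia, inflammatory cytokines and NF-kB, interferon response, phagocytosis and lysosome, and oxidative phosphorylation. The disease-associated and phagocytosis lists shared 8 genes, the homeostatic and phagocytosis lists 2, the homeostatic list and the immediate early genes 2, and the inflammatory list and the T and NK cell list 1. Lists were tested with camera in limma 3.58.1 at a preset correlation between genes of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 6 lists, and again with fry and with camera at an estimated correlation.

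The alternatives were DESeq2 1.42.0 as the test, DESeq2 size factors in the edgeR fit, no filter on low counts, a filter at a mean of 1 CPM, edgeR's other quasi-likelihood method, the replicate number as a block, protein-coding genes alone, and leaving out each library in turn. Added after the data were seen were a scaling to the homeostatic list and a fit with the mean log2 CPM of the neuron and astrocyte lists as a covariate. Near-identical genes were searched with BLAST 2.17.0 at an identity of at least 95% over at least 100 bases.

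The edgeR procedure was tested on simulated data with 200 genes changed by 3 on the log2 scale. Each gene was drawn independently, with the dispersion given by the trend over level and no further spread of its own. At the dispersion of the real comparison, 84.5% of the 200 changed genes were called among 20790 genes tested, and 7.14% of the 182 calls were false. At the lower dispersion of the fit with the replicate block, 100% were called among 20942 genes tested. Those data were fitted without a block, so that the block fit itself was not tested. On simulated counts, camera called a shifted list of 36 genes, and 4 of 100 lists of unchanged genes had an unadjusted p under 0.05. Genes in these simulated lists were also drawn independently. In the real data the estimated correlation between genes ran from 0.181 (disease-associated list) to 0.845 (homeostatic list). The simulation therefore cannot tell how often camera at the preset correlation calls real lists of unchanged genes.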

Results

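Gene expression was measured by bulk RNA-seq in CD11b+ microglia from 10-month-old APP/PS1 mice with intact asrij (AD, n = 2 libraries) and from APP/PS1 mice lacking asrij (AD/KO, n = 2 libraries). The AD libraries held 13102622 counts (replicate 1) and 15928196 counts (replicate 2). The AD/KO libraries held 19302474 counts (replicate 1) and 19810076 counts (replicate 2). Between 27203 and 29803 genes had at least 1 read in a library. The 10 genes with the most reads took from 7.51% to 10.2% of the counts, and mitochondrial genes took 1.39%, 4.32%, 3.31% and 4.77% in the order above. The labels gave no sequencing batch or date.

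The first principal component held 77.2% of the variance and did not separate the groups. AD replicate 1 lay at −120, AD replicate 2 at −3.43, AD/KO replicate 1 at −3.17 and AD/KO replicate 2 at 127. The level of the neuron and astrocyte marker lists combined ran in the same order, with mean log2 CPM of 5.15, 6.67, 6.67 and 8.10. The homeostatic microglia list averaged 9.09, 8.56, 9.04 and 7.56. AD replicate 2 also had the highest level of the neutrophil list, at 8.01 against 4.90 in AD replicate 1, 5.08 in AD/KO replicate 1 and 5.05 in AD/KO replicate 2. Xist, a transcript of the inactive X chromosome of females, had 1391 reads in AD replicate 2 and 6, 15 and 3 reads in AD replicate 1, AD/KO replicate 1 and AD/KO replicate 2.

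**Figure D1:**
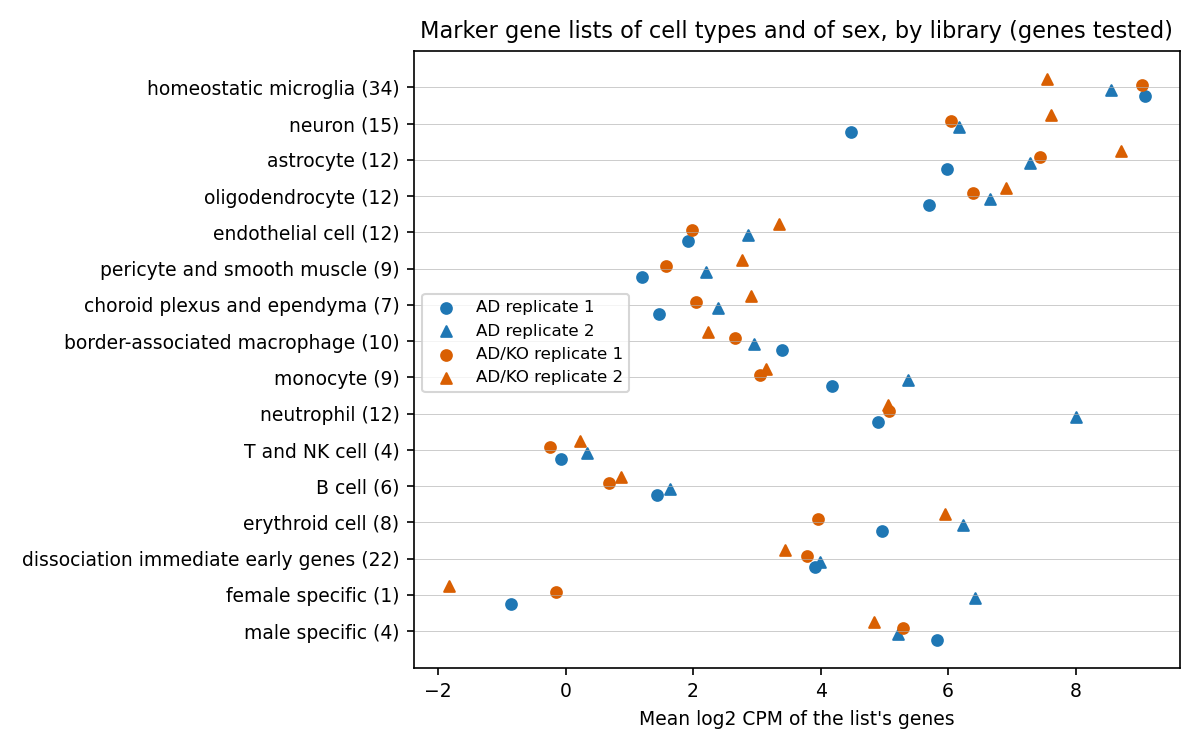
Mean log2 CPM of the genes of each marker list (horizontal axis) in each library, with the number of genes tested in brackets; blue points are AD and orange points AD/KO, circles replicate 1 and triangles replicate 2. The neuron and astrocyte lists were lowest in AD replicate 1 and highest in AD/KO replicate 2, and the neutrophil list stood at 8.01 in AD replicate 2.

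The deleted gene was examined first, as a check of the labels. Ociad1 (gene ID 68095, chromosome 5, 73292769 to 73314077, protein-coding) had 691 and 1032 reads in the AD libraries and 746 and 592 reads in the AD/KO libraries. It overlaps Gm42733, a gene on the other strand that covers 15.5% of the length of the Ociad1 transcript and was not analysed here. The level of Ociad1 was 56.8 ± 9.39 CPM (SD, n = 2) in AD and 35.5 ± 4.78 CPM (SD, n = 2) in AD/KO. It was lower in both AD/KO libraries than in either AD library but was not lost. The log2 fold change was −0.68 (SE 0.29), and the adjusted p of 0.680 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment did not pass the threshold. Without AD replicate 2 the log2 fold change was −0.43. With scaling to the homeostatic list, the alternative that moved it most, it was −0.09. The level in AD/KO was 62.5% of that in AD, so that the counts per gene showed no loss of the transcript and, taken alone, went against a deletion of the whole gene. Which exons the allele lacks was not stated. For this reason AD and AD/KO stand for the libraries labelled AD and the libraries labelled AD/KO throughout, and every direction is a difference between labels.

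The neighbouring gene Ociad2 (gene ID 433904, chromosome 5, 73322198 to 73338947, protein-coding) was at 5.33 ± 0.975 CPM (SD, n = 2) in AD and 9.62 ± 3.58 CPM (SD, n = 2) in AD/KO, a log2 fold change of 0.85 (SE 0.47). App (gene ID 11820, chromosome 16, 84952666 to 85175255, protein-coding) was at 697 ± 339 CPM (SD, n = 2) and 1110 ± 667 CPM (SD, n = 2), a log2 fold change of 0.67 (SE 0.70). The App locus also holds the long non-coding gene Gm10791, and whether human transgene reads were counted for App is not stated. Neither difference passed the threshold (adjusted p of 0.680 for Ociad2 and 0.732 for App, edgeR quasi-likelihood with Benjamini-Hochberg adjustment).

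The main comparison asked which genes differ between the libraries labelled AD/KO and those labelled AD. Of 21439 genes tested, 0 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.680. At an unadjusted p under 0.05 there were 1072 genes, 5.0% of those tested, of which 579 were higher and 493 lower in AD/KO. The biological coefficient of variation was 44.5%. The groups did not overlap in 8999 genes (42.0%), where chance gives 33.3%. With DESeq2 as the test, the number of genes past the threshold was 91, of which 41 were higher and 50 lower. With the replicate number as a block in the edgeR fit it was 4333, of which 2878 were higher and 1455 lower. Those calls may rest in part on a higher share of RNA from other brain cells in AD/KO.

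No gene passed in either direction in the fit without covariates, so the 3 genes with the smallest p in each direction are given. None of these passed in that fit (adjusted p of 0.680 for each, edgeR quasi-likelihood with Benjamini-Hochberg adjustment). With the replicate number as a block, Clec7a, Gm15459 and Cst7 passed by the same test (adjusted p of 0.00217 for each). The block fit has 3 coefficients for 4 libraries, so that the spread within it is poorly measured. The labels do not say that a replicate number marks a pair. Clec7a (gene ID 56644, chromosome 6, 129461591 to 129472785, protein-coding) was at 81.9 ± 4.80 CPM (SD, n = 2) in AD and 10.0 ± 0.168 CPM (SD, n = 2) in AD/KO, a log2 fold change of −3.03 (SE 0.28). It overlaps the long non-coding gene Gm45969. Gm15459 (gene ID 727711, chromosome 5, 5781529 to 5783633, a pseudogene) was at 56.7 ± 0.863 CPM (SD, n = 2) and 6.70 ± 0.0396 CPM (SD, n = 2), a log2 fold change of −3.08 (SE 0.29). Its transcript matches Hspa8 at 99.7% identity over 1941 bases and 5 other pseudogenes (Gm8355, Gm6210, Gm5575, Gm7232 and Gm8337) at 95.4% to 98.7% identity, and it overlaps Gm26825 on the other strand, so that its counts are uncertain. Cst7 (gene ID 13011, chromosome 2, 150570415 to 150578944, protein-coding) was at 80.50 ± 16.02 CPM (SD, n = 2) and 2.59 ± 1.13 CPM (SD, n = 2), a log2 fold change of −4.95 (SE 0.47).

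Among the higher genes, Snord94 (gene ID 115490493, chromosome 6, 71882557 to 71882693, a small nucleolar RNA inside the gene Ptcd3) was at 22.7 ± 8.96 CPM (SD, n = 2) in AD and 97.6 ± 8.60 CPM (SD, n = 2) in AD/KO, a log2 fold change of 2.10 (SE 0.39). Gm22442 (gene ID 115487906, chromosome 11, 69350518 to 69350661, a guide RNA inside the gene Chd3) was at 22.8 ± 4.43 CPM (SD, n = 2) and 66.99 ± 4.64 CPM (SD, n = 2), a log2 fold change of 1.55 (SE 0.30). Of the 36 other small nucleolar, guide and small nuclear RNA genes with a mean log2 CPM of at least 3, 35 were also higher in AD/KO. Cacng6 (gene ID 54378, chromosome 7, 3423588 to 3435667, protein-coding) had 0 and 1 reads in the AD libraries and 37 and 94 reads in the AD/KO libraries. Its mean in AD/KO was at least 16.1-fold higher, with AD taken at the floor of 3 reads. AD/KO replicate 1 stood at 1.93 CPM and AD/KO replicate 2 at 5.10 CPM, so that replicate 1 alone would give a smaller limit.

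**Figure D2:**
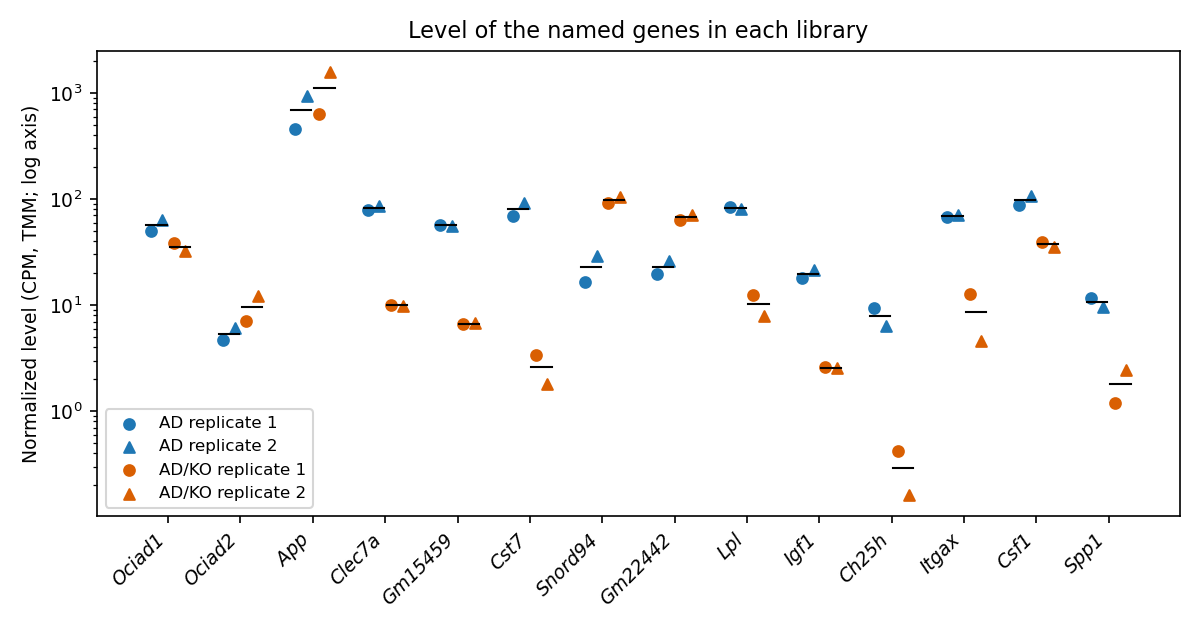
Normalized level (CPM after TMM scaling, log axis) of genes named in the text in each library; blue points are AD and orange points AD/KO, circles replicate 1 and triangles replicate 2, and black lines are the means of each group of 2 libraries. Clec7a stood at 81.9 CPM in AD and 10.0 CPM in AD/KO, and Ociad1 at 56.8 and 35.5 CPM.

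Since the study asked about microglial activation, 6 gene lists were compared between the libraries labelled AD/KO and those labelled AD. The disease-associated microglia list had a median log2 fold change of −0.99 over 36 genes tested, with 34 lower in AD/KO (camera on the edgeR quasi-likelihood fit, Benjamini-Hochberg adjusted p = 1.7e-22). In 30 of the 36 genes both AD/KO libraries lay below both AD libraries, where chance gives 16.7% of genes. Over all genes tested, 0 members passed the threshold and 16 had an unadjusted p under 0.05. Adjusted over the list alone, 8 passed (Clec7a, Cst7, Lpl, Igf1, Ch25h, Itgax, Csf1 and Spp1). These were chosen for naming after their values were seen. Lpl (gene ID 16956, chromosome 8, 68880555 to 68906932) fell from 82.3 ± 2.17 to 10.2 ± 3.32 CPM (SD, n = 2 each) and Itgax (gene ID 16411, chromosome 7, 128129526 to 128150657) from 69.2 ± 1.20 to 8.61 ± 5.73 CPM (SD, n = 2 each). The 2 members that were higher in AD/KO had log2 fold changes of 1.01 (Fabp5) and 1.03 (Fth1). Leaving out AD/KO replicate 1, the alternative that moved the list most, gave a median of −1.73.

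The interferon response list had a median log2 fold change of −0.85, with 32 of 33 genes lower and 25 lower in both AD/KO libraries (camera adjusted p = 7.2e-13, edgeR quasi-likelihood fit with Benjamini-Hochberg). Without AD/KO replicate 1 the median was −1.34. The inflammatory cytokine and NF-kB list had a median of −0.78, with 33 of the 34 tested of its 40 genes lower and 16 lower in both (camera adjusted p = 2.6e-09, edgeR quasi-likelihood fit with Benjamini-Hochberg). Its median was −1.54 without AD/KO replicate 1, −0.33 without AD/KO replicate 2 and −0.44 without AD replicate 1. The phagocytosis and lysosome list had a median of −0.54, with 40 of 45 genes lower and 17 lower in both (camera adjusted p = 7.0e-06, edgeR quasi-likelihood fit with Benjamini-Hochberg). Its median was −1.37 without AD/KO replicate 1, −0.092 without AD/KO replicate 2 and −0.32 without AD replicate 1.

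The homeostatic microglia list had a median log2 fold change of −0.35, with 29 of 34 genes lower but only 2 lower in both AD/KO libraries (camera adjusted p = 0.00537, edgeR quasi-likelihood fit with Benjamini-Hochberg). The median was −1.45 without AD/KO replicate 1, 0.22 without AD/KO replicate 2, −0.06 without AD replicate 1 and −0.52 without AD replicate 2. Its direction therefore rested on AD/KO replicate 2. The oxidative phosphorylation list rose, with a median of 0.60, 71 of 72 genes higher and 54 higher in both (camera adjusted p = 4.5e-10, edgeR quasi-likelihood fit with Benjamini-Hochberg). Its median was 0.36 without AD replicate 1, 0.36 without AD/KO replicate 2 and 0.92 without AD replicate 2. In these 5 lists, adjusted over the list alone, 0 members passed the threshold, as over all genes. At an unadjusted p under 0.05 there were 10 members of the interferon list, 7 of the inflammatory list, 2 of the phagocytosis list, 1 of the homeostatic list and 3 of the oxidative phosphorylation list.

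Of the 6 camera calls, 0 held under fry (adjusted p from 0.169 to 0.594 on the edgeR quasi-likelihood fit, Benjamini-Hochberg) or under camera with an estimated correlation (adjusted p from 0.305 to 0.611). Scaling the libraries to the homeostatic list raised the median log2 fold change of all genes by 0.65. The medians were then −0.58 for the disease-associated list, −0.31 for interferon response, −0.37 for inflammatory cytokines and NF-kB, −0.19 for phagocytosis, −0.05 for the homeostatic list itself and 1.36 for oxidative phosphorylation, against 0.60 for all genes. With the level of the neuron and astrocyte lists as a covariate, the homeostatic list changed direction to 0.49 and the phagocytosis list to 0.019.

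**Figure D3:**
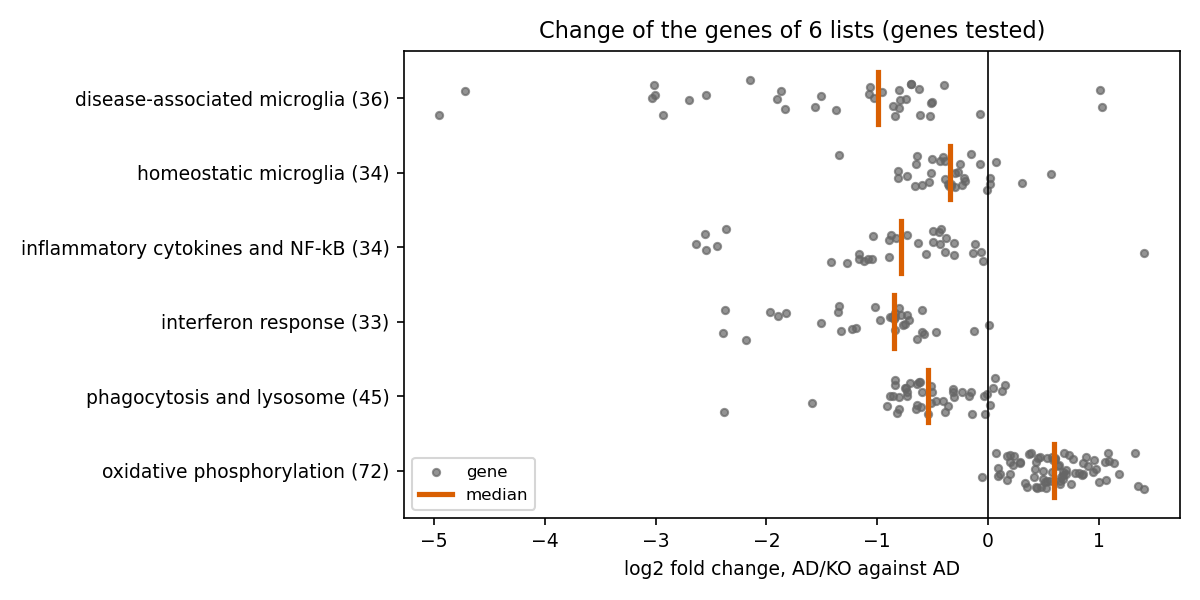
Log2 fold change of AD/KO against AD (horizontal axis) for each gene of the 6 lists, with the number of genes tested in brackets; each grey point is a gene, shifted up or down at random for legibility, and orange bars are medians. The medians ran from −0.99 for disease-associated microglia to 0.60 for oxidative phosphorylation, and the homeostatic and phagocytosis medians changed direction with the level of the neuron and astrocyte lists as a covariate.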

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

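AD and AD/KO stand for the libraries as labelled. The tests on the scaling to the homeostatic list, on the composition covariate (the level of the neuron and astrocyte lists) and on the direction of change within groups were chosen only after the results were seen. Of 101 values under alternatives, 78 kept their direction and side of the threshold (or, with a library left out, lay within 1 SD of the reported value), 12 were no longer past the threshold, 8 moved further and 3 changed direction. Keeping a direction does not mean keeping a size. Of the 78, 19 were over 1.5 times larger or smaller than the reported value, 9 of them with a library left out. With scaling to the homeostatic list these were Ociad1 (−0.68 to −0.090) and the disease-associated (−0.99 to −0.58), inflammatory (−0.78 to −0.37), interferon (−0.85 to −0.31), phagocytosis (−0.54 to −0.19) and oxidative phosphorylation (0.60 to 1.36) lists. With the composition covariate they were the inflammatory (to −0.032), interferon (to −0.51) and oxidative phosphorylation (to 0.17) lists, and with the replicate number as a term the homeostatic list.

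The number of genes with an adjusted p under 0.05 was 0 by edgeR's quasi-likelihood test (1072 at an unadjusted p under 0.05). It stayed 0 with DESeq2 size factors (1100 unadjusted), no filter on low counts (1548), a filter at a mean of 1 CPM (878), edgeR's other quasi-likelihood method (1175), protein-coding genes alone (793), scaling to the homeostatic list (452) and the composition covariate (1711). DESeq2's own test called 91 genes, 41 higher and 50 lower, of which 7 were in the disease-associated list. The cause was not tested. Across the alternatives, the Benjamini-Hochberg adjusted p of Cst7 ran from 5.0e-14 with DESeq2 to 0.842 with edgeR's quasi-likelihood test after scaling to the homeostatic list. In the simulated data, 84.5% of 200 changes of 3 on the log2 scale were called at the real dispersion. In the real data Clec7a, with a log2 fold change of −3.03, had an adjusted p of 0.680 by edgeR's quasi-likelihood test. The simulated genes had no dispersion of their own beyond the trend over level. The simulation therefore cannot tell whether small samples set the count of 0.

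The AD and AD/KO libraries share the replicate numbers 1 and 2, and the labels do not say that a number marks a shared litter, batch or day. Across genes, the deviations of same-numbered libraries from their group means had a correlation of 0.68. With the replicate block, 4333 genes were called, 2878 higher and 1455 lower, among them 88 of the 91 DESeq2 calls and 22 of the 36 disease-associated genes. The block medians of the lists were −1.09 (disease-associated), −0.57 (homeostatic), −0.90 (inflammatory), −0.92 (interferon), −0.69 (phagocytosis) and 0.59 (oxidative phosphorylation), and the block changed no camera call. In both groups, replicate 2 had the higher neuron and astrocyte level. Of the genes called with the block, 94.3% changed between the groups in the direction of replicate 2 against replicate 1, against 77.6% of those not called. The share was 99.2% of the higher calls and 84.5% of the lower calls. The block calls may therefore rest in part on a higher share of RNA from other brain cells in AD/KO, less clearly so for the lower calls. They are not read as a count of genes that respond to the deletion.

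The camera calls of all 6 lists were lost under fry and under an estimated correlation, with the medians as before. For the disease-associated list (median −0.99), the adjusted p was 0.169 with fry and 0.305 with the estimated correlation, on the edgeR quasi-likelihood fit with Benjamini-Hochberg adjustment. The values were 0.594 and 0.611 for the homeostatic list (median −0.35), 0.287 and 0.413 for the inflammatory list (median −0.78), 0.189 and 0.348 for the interferon list (median −0.85), 0.390 and 0.452 for the phagocytosis list (median −0.54), and 0.287 and 0.452 for oxidative phosphorylation (median 0.60). The estimated correlation between genes of the homeostatic list was 0.845, against the preset 0.01. It rests on 4 libraries and 2 coefficients and is itself uncertain. The estimates for the 6 lists ran from 0.181 to 0.845, so that camera at the preset correlation may give p-values that are too small. Fry does not use the preset correlation, and it too lost the calls. The calls at the preset correlation are therefore not shown to hold beyond the spread between libraries.

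With the composition covariate the homeostatic list rose by 0.49 and the phagocytosis list by 0.019. The fit has 3 coefficients for 4 libraries. Under the other 5 scalings, filters and designs planned, the medians stayed between −1.09 and −0.96 for the disease-associated list, −0.57 and −0.33 for homeostatic, −0.90 and −0.63 for inflammatory, −0.93 and −0.81 for interferon, −0.69 and −0.51 for phagocytosis, and 0.51 and 0.65 for oxidative phosphorylation.

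Across the 4 fits that each left out 1 library, the medians ran from −1.73 to −0.73 for the disease-associated list, −1.45 to 0.22 for homeostatic, −1.54 to −0.33 for inflammatory, −1.34 to −0.69 for interferon, −1.37 to −0.092 for phagocytosis and 0.36 to 0.92 for oxidative phosphorylation. The most negative value of each falling list came without AD/KO replicate 1. The homeostatic list changed direction, to 0.22, without AD/KO replicate 2. Ociad1 ran from −0.84 to −0.43, the latter without AD replicate 2. These fits left 1 library in a group and gave no calls.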

Other observations

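AD and AD/KO again stand for the libraries as labelled, since Ociad1 was not lost in those labelled AD/KO. Apart from the tests of other cell types, sex, cell isolation, the deleted locus and GC content over all genes, the tests below were chosen only after the results were seen. The rule for reading the covariate fit was also changed at that stage, to count members past the threshold adjusted over the list alone.

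The libraries differed in genes of cells other than microglia. The neuron list had a median log2 fold change of 1.52, with 15 of 15 genes higher in AD/KO, and the astrocyte list of 1.41, with 12 of 12 higher. Among their abundant genes, Snap25 rose from 71.6 ± 52.4 to 179 ± 120 CPM (SD, n = 2 each) and Slc1a2 from 2217 ± 1259 to 5914 ± 3788 CPM (SD, n = 2 each). The neuron median was 0.93 without AD replicate 1, 2.63 without AD replicate 2 and 0.48 without AD/KO replicate 2. The astrocyte median was 0.93, 2.32 and 0.62 in the same order. A higher share of RNA from neurons and astrocytes in AD/KO may account for part of the differences between the groups. Whether this reflects the purity of the isolations or the tissue was not tested. The other lists had medians of 0.39 (oligodendrocyte), 0.57 (endothelial cell), 0.68 (pericyte and smooth muscle), 0.91 (choroid plexus and ependyma), −0.77 (border-associated macrophage), 0.25 (T and NK cell), −0.90 (B cell), −0.25 (erythroid cell) and −0.55 (male specific). When 1 library was left out, the oligodendrocyte median ran from −0.10 (without AD replicate 1) to 1.09 (without AD replicate 2), the endothelial from −0.55 (without AD/KO replicate 2) to 1.40 (without AD replicate 2), the pericyte from −0.25 to 1.33 and the choroid plexus from −0.12 to 1.54 (the same libraries), the T and NK cell from −0.66 to 0.81 (the same libraries), and the erythroid from −1.73 (without AD/KO replicate 2) to 0.51 (without AD/KO replicate 1). These 6 lists therefore gave no firm direction. The border-associated macrophage median was −0.23 without AD replicate 1, and the male specific median −0.16 without AD replicate 1 and −0.31 without AD/KO replicate 2.

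Sex as the whole cause of the differences between the groups is argued against. Xist had 6 reads in AD replicate 1, within the range of the AD/KO libraries (15 and 3 reads), and 1391 reads in AD replicate 2, so that the groups do differ in Xist through that library. Without it the log2 fold change of Xist was 0.19, and the medians were −0.88 for the disease-associated list, −0.52 for homeostatic, −0.94 for inflammatory, −1.09 for interferon, −0.66 for phagocytosis and 0.92 for oxidative phosphorylation, each in the direction found with all libraries. The neuron median rose to 2.63 without AD replicate 2, so that sex together with composition is not argued against. Effects of sex on single genes were not tested. Activation during isolation cannot be told apart from no activation, because the immediate early genes went both ways (median −0.28, 9 of 22 higher) and the median was −0.81 without AD/KO replicate 1, −0.084 without AD replicate 1 and −0.021 without AD/KO replicate 2. GC content and transcript length explained 10.2% of the variance of log2 fold change over the 18300 genes with both values, and with 0 genes past the threshold there were no calls that removing the trend could test.

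The fall of the disease-associated list was set against several explanations. With the composition covariate its median was −0.75, with 32 of 36 genes lower and 17 past the threshold adjusted over the list alone, which argues against a higher share of RNA from other brain cells as the whole cause. In that fit camera at the preset correlation still called the list (adjusted p of 4.7e-26, edgeR quasi-likelihood fit with Benjamini-Hochberg). Neither fry (adjusted p of 0.570) nor camera with an estimated correlation (adjusted p of 0.534) called the list in that fit. Without AD/KO replicate 2, which brought the neuron median down to 0.48, the list had a median of −0.73. The covariate fit has 3 coefficients for 4 libraries, so that the spread within it is poorly measured. AD replicate 2 and AD/KO replicate 1 had the same neuron and astrocyte level (6.67), and the mean log2 CPM of the list was 7.06 and 5.83 in them. Neutrophil RNA in AD, and sex, are argued against as the whole cause by the median of −0.88 without AD replicate 2. The neuron median rose to 2.63 without that library, so that either of them together with composition is not argued against. GC content and length are argued against by the median of −1.17 after their trend was removed. Fewer monocyte-derived cells in AD/KO stay open. The monocyte list had a median of −1.86, with 9 of 9 genes lower. Without AD replicate 2, where its level was highest, the median was −1.21 with 7 of 9 genes lower. Ccr2 fell from 39.9 ± 0.127 to 8.20 ± 2.93 CPM (SD, n = 2 each). Lower expression in microglia and fewer monocyte-derived cells cannot be told apart in bulk RNA. Of the 3 splits of the 4 libraries into pairs, 1, the real one, gave as large a median (−0.094 and 0.24 in the others), and 3 splits cannot show more. Over all genes, the split by replicate number gave more genes at an unadjusted p under 0.05 than the real one (1264 against 1072, edgeR quasi-likelihood). The remaining split gave 32. Without AD/KO replicate 1 the median was −1.73. An effect of the asrij deletion on this list remains open, as a hypothesis that also rests on the labels.

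The same covariate gave different results for the other lists. The interferon list kept a median of −0.51 of its −0.85, with 27 of 33 genes lower and 2 past the threshold adjusted over the list alone. Camera at the preset correlation still called it (adjusted p of 1.1e-06, edgeR quasi-likelihood fit with Benjamini-Hochberg). Fry (adjusted p of 0.570) and camera with an estimated correlation (adjusted p of 0.534) did not call the interferon list in that fit. Its median was −0.69 without AD/KO replicate 2 and −1.34 without AD/KO replicate 1. The values with the covariate and without AD/KO replicate 2 argue against composition as the whole cause. The phagocytosis list came to 0.019 with 25 of 45 genes higher, in line with a higher share of RNA from other brain cells as the source of its fall. The inflammatory list came to −0.032 with 19 of 34 genes lower, the oxidative phosphorylation list to 0.17 of its 0.60, and the homeostatic list rose to 0.49 with 32 of 34 genes higher. Adjusted over the list alone, 2 members passed the threshold in the inflammatory list, as in the interferon list. In the oxidative phosphorylation and homeostatic lists 0 passed. For these 3 lists composition cannot be told apart from a change in microglia. Most of the first 2 changes went and the third turned round, yet camera at the preset correlation called what was left (adjusted p of 0.0187, 0.00364 and 1.2e-06, edgeR quasi-likelihood fit with Benjamini-Hochberg). Fry and camera with an estimated correlation called none of these 3 lists in that fit (adjusted p from 0.534 to 0.798). Leaving out 1 library moved the homeostatic, phagocytosis, inflammatory and oxidative phosphorylation medians by more than 1.5 times, to 0.22, −0.092, −0.33 and 0.36 without AD/KO replicate 2 and to −0.062, −0.32, −0.44 and 0.36 without AD replicate 1. Without AD/KO replicate 1 the first 3 were −1.45, −1.37 and −1.54, and without AD replicate 2 the homeostatic and oxidative phosphorylation medians were −0.52 and 0.92.

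Reads of Ociad1 remained in AD/KO, at 62.5% of the AD level. Reads shared with a near-identical gene at another locus are argued against, since 0 annotated genes elsewhere held a stretch of at least 100 bases of the Ociad1 transcript at 95% identity or more. Copies outside the annotation were not searched. The transcript had 1 match, Gm42733 (chromosome 5, 73308059 to 73308577), which lies inside Ociad1 on the other strand, matches 519 bases (15.5% of the transcript) at 100% and was not analysed here. Its reads could be counted for Ociad1 if strand was not used. A deletion that leaves transcribed exons could also give such counts, as could RNA of cells with intact Ociad1 or wrong labels on both AD/KO libraries. A wrong label on 1 library alone is argued against as the whole cause, since Ociad1 had 746 and 592 reads in the AD/KO libraries. Counts per gene show neither the exons nor the strand of the reads, so the explanations left open cannot be told apart.

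Among genes within 20 Mb of Ociad1, 8.29% of 181 had an unadjusted p under 0.05, against 4.97% elsewhere (Fisher's exact test, two-sided, p = 0.0563, odds ratio 1.73). Chromosome 5 held 14 of the 91 genes called by DESeq2 (15.4%), against 6.46% of the 19705 genes with a DESeq2 adjusted p (Fisher's exact test, two-sided, p = 0.00202, or 0.0425 after multiplying by 21 chromosomes). Chromosome 5 was singled out after the positions were seen. Of the 14, 1 (Afm) lay within 20 Mb of Ociad1. Strain variants carried along with the deleted locus could contribute, but the read sequences needed to see them were not used here, and the genes are not independent.

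Gm15459 fell evenly. It took 19.03% of the counts of Gm15459 and Hspa8 together in AD replicate 1 (95% Wilson interval 17.9 to 20.2%), 20.1% in AD replicate 2 (18.9 to 21.3%), 2.02% in AD/KO replicate 1 (1.71 to 2.40%) and 1.93% in AD/KO replicate 2 (1.62 to 2.30%). A fixed share of Hspa8 reads counted for the pseudogene is argued against, because Hspa8 rose by 0.51 on the log2 scale (SE 0.34) while Gm15459 fell by 3.08. A move of its reads to the 5 other pseudogenes at 95% identity or more is also argued against, since these held at most 16 reads together in a library, against the 790 and 913 reads of Gm15459 in AD and 128 and 124 in AD/KO. Reads of Gm26825, on the other strand of the same locus, were not analysed here. A strain variant that differs between the groups, in either gene, might give such a step. It cannot be told apart from a change in transcription without the read sequences. Gm15459 starts at 5781529 on chromosome 5, more than 20 Mb from Ociad1.

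Snord94 and Gm22442 rose together with most abundant short RNAs. Of 36 other small nucleolar, guide and small nuclear RNA genes with a mean log2 CPM of at least 3, 35 were higher, with a median log2 fold change of 1.09. A recovery of short RNAs that differs between libraries may account for the rise. The pattern depended on abundance. Over all 319 such genes the median was −0.29 with 136 higher, and at minimum levels of 1, 2, 4 and 5 it was 0.97, 1.10, 1.06 and 1.01.

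AD replicate 2 stood apart in several ways. Of 12 neutrophil markers tested, 11 had their highest level in it, in line with neutrophil RNA in that library. S100a8 was at 800 CPM there and at 51.4, 59.6 and 64.5 CPM in AD replicate 1, AD/KO replicate 1 and AD/KO replicate 2. The neutrophil median was −2.18 with all libraries and 0.40 without it. Its Xist reads might come from animals of both sexes in the library. The mean log2 CPM of the Y-linked genes was 5.21 in it, against 5.82 in AD replicate 1, 5.30 in AD/KO replicate 1 (a difference of −0.081) and 4.83 in AD/KO replicate 2. It was lower than in the other AD library but within the range of the other 3 libraries, so that a female share can be neither shown nor excluded from these genes. The log2 fold change of Xist, the female-specific list, was −6.48 with all libraries and 0.19 without this one. Mki67, a gene of dividing cells, had 628 and 2362 reads in AD replicate 1 and AD replicate 2 and 242 and 189 in AD/KO replicate 1 and AD/KO replicate 2. It was highest in AD replicate 2, at 145 CPM. AD replicate 1, at 45.6 CPM, also lay above both AD/KO libraries (12.6 and 10.3 CPM), so that the difference was not particular to AD replicate 2.

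Gh, the growth hormone gene, had 1087 reads in AD replicate 1 and 109, 9 and 18 reads in AD replicate 2, AD/KO replicate 1 and AD/KO replicate 2. Pituitary RNA in the library could bring such reads, and 3 of 7 other pituitary genes had their highest level in AD replicate 1. Of these Prl had 10 reads there and 0 elsewhere, while Pomc, at 17 reads, was not raised. The counts were too few to tell.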
